A study of Mus musculus with 6 samples. Its data were reported in "Omental macrophages secrete chemokine ligands that promote ovarian cancer colonization of the omentum via CCR1" (2020).

How the data were processed

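ID8 mouse ovarian cancer cells were cultured, deprived of serum for 24 h and left unstimulated or treated with 200 ng/mL of CCL6 for 6 h, with 3 cultures that the labels call biological replicates in each group. Total RNA from each culture was labelled with biotin and hybridised to 1 Clariom S mouse array. The deposited values are on a log2 scale and were made by the authors with RMA, which corrects background, normalizes between arrays and summarises the probes of a probe set to 1 value. The version and software of RMA, the genome build behind the probe sets and any filter were not given in the sources used here. The log base is also not stated and was taken from the range of the values, 1.93 to 19.2, so folds rest on a base of 2. Because quartiles of the 6 arrays were close to each other and RMA had been applied, the values were used without further normalization. RMA makes the distributions of the arrays alike, so that a change shared by most transcripts would not be seen.

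Probe sets were named from the platform annotation. Of 22206 probe sets, 19572 had 1 gene symbol, 0 had several and 2634 (11.9%) were unnamed here. Symbols were compared with the RefSeq gene table of GRCm38.p6 through their gene identifiers, which matched in 19572 cases and changed 0 symbols. No coordinates are given, since no build was named for the array values. The named probe sets stood for 19505 genes, 55 of them on more than 1 probe set. Genes were tested per probe set, and probe sets of the same gene were averaged for the gene list tests. No sample or column was left out.

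CCL6 was compared with unstimulated cells on all 6 arrays in 1 model with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all 22206 probe sets and a threshold of 0.05. A second count took probe sets with an unadjusted p under 0.05 and at least a 2-fold difference, with no correction for the number of tests. The study's methods state no test for the arrays, and their general Student's test was run as an alternative. The background level was the 95th percentile of the mean log2 value of 1449 olfactory, vomeronasal and taste receptor genes, and came to 4.85. A probe set whose mean in both groups lay at or below it was called not above background, and 12544 probe sets (56.5%) lay above it. Where only 1 group mean lay above it, the fold was computed from the higher mean to the background level. It is given as a lower bound of the observed fold and makes no allowance for sampling error.

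The rule for named genes, the 23 gene lists, the background level, the tests and most alternatives were fixed before the data were examined. Named genes were the motility, receptor and ligand genes Myo9a, Myo9b, Limk1, Limk2, Cfl1, Cfl2, Ccr1, Ccr3, Ccl6 and Myh9 whatever their values. To these were added up to 10 genes with the largest positive and up to 10 with the largest negative difference that had an unadjusted p under 0.05, at least 2-fold, groups without overlap and a mean above background in at least 1 group, leaving out predicted genes and the receptors above. Any gene at an adjusted p under 0.05 would have been added. For lists described by their members, up to 4 members above background with the smallest unadjusted p were named. Members were named for 16 lists and values alone were given for 6, a choice made after the data were seen, and 1 list and some genes are not reported here. Of 775 list entries 705 were measured here.

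Gene lists were tested with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 23 lists. The same lists were tested with a correlation estimated from the residuals and with fry, which asks whether the genes of a list move one way on balance and does not compare them with other genes. Alternatives were a repeated quantile normalization, cyclic loess, median centring, probe sets above background, named probe sets, an intensity trend with robust variances, array weights, the replicate number as a block, a fold threshold of 1.5, an adjusted threshold of 0.1 and leaving out each array in turn. A block for 2 sets of arrays and a fit without both arrays numbered 3 were added after the data were seen. With 3 arrays per group no exact permutation test of a single gene can reach 0.05, and the smallest p it allows is 0.1. All 10 splits of the 6 arrays into 3 and 3 were fitted in the same way.

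The scripts were tested on simulated data with 3 arrays per group, the spread of the real arrays and 200 of 22206 probe sets changed. At an adjusted p under 0.05 they recovered 0% of 1.5-fold and 0% of 2-fold changes, 63.9% of 4-fold and 87.9% of 8-fold changes, with 4.22% and 3.70% false calls at the 2 larger sizes. In 20 simulations a list of 30 genes shifted by 0.5 on the log2 scale was called in 20, and 0 of 440 unchanged lists were called. The simulated probe sets varied independently of each other.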

Results

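Gene expression was measured in ID8 cells, a mouse ovarian cancer line grown in culture, with Affymetrix Clariom S arrays, which carry short probes for the known mouse transcripts and give 1 summarised value per probe set. The cells were kept without serum for 24 h and were then left unstimulated or exposed for 6 h to 200 ng/mL of recombinant CCL6, a chemokine that macrophages secrete and that signals through the receptor CCR1. Each group held 3 biological replicates with 1 array each, and the number of arrays limits the precision of every value. The table held 22206 probe sets, with array medians between 5.42 and 5.49 on the log2 scale. Between 12259 and 12518 probe sets per array lay above the background level of 4.85. Principal components were computed on the 12544 probe sets above background in at least 1 group. The arrays did not separate by treatment along the first component, which held 50.8% of their variance. Unstimulated replicates 1 and 2 scored -34.1 and -29.7 there and CCL6 replicate 3 scored -40.5, whereas unstimulated replicate 3 scored 46.0 and CCL6 replicates 1 and 2 scored 23.4 and 34.9.

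The study used the arrays to look for mechanisms behind migration toward CCL6. The lists of hypoxia and glycolysis genes, integrated stress and unfolded protein response genes and ERK feedback genes were higher on average after CCL6 and ribosomal protein genes lower with camera at a preset correlation, but each had an adjusted p of 0.925 with an estimated correlation and none passed with fry. The same held for histone genes, which were lower on average but higher without CCL6 replicate 3. Single genes with large differences included the zinc finger gene Zfp976, 4.61-fold higher, and the stress response transporter gene Slc7a11, 1.89-fold higher. Among the lower genes, Fmc1, which serves ATP synthase assembly, differed 2.31-fold and the immediate early gene Fos 2.16-fold. Without unstimulated replicate 1 the log2 differences of Zfp976, Fmc1 and Fos went from 2.20, -1.21 and -1.11 to 1.44, -0.77 and -0.55. No gene changed at an adjusted p under 0.05 with limma, and the smallest adjusted p was 0.999. At an unadjusted p under 0.05 there were 685 probe sets, 284 of them higher and 401 lower in CCL6, where chance alone would give about 1110. The methods' t-test, the general test of the study, gave 812 at an unadjusted p under 0.05 and 1 after Benjamini-Hochberg adjustment. That 1 probe set, TC0100001677.mm.2, is unnamed here, was singled out after its values were seen, and had means of 3.88 and 4.83, both below the background level.

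With an unadjusted p under 0.05 and a difference of at least 2-fold, 56 probe sets were higher and 60 lower after CCL6. Of these 116 probe sets, 81 lay above background in at least 1 group and 85 had groups that did not overlap. Over the whole array 8.19% of probe sets had groups that did not overlap, where chance gives 10%. Olfactory, vomeronasal and taste receptor genes, which ovarian cells are not thought to use, made up 7 of the higher and 12 of the lower probe sets. These receptors passed in 1.31% of 1449 cases and the other genes above background in 0.587% of 12435 (Fisher's exact test, two-sided, p = 0.00315). That test counts probe sets as independent, whereas genes measured on the same arrays can vary together. Its p therefore does not measure the uncertainty of the difference between these shares. The counts of higher and lower probe sets became 167 and 221 without unstimulated replicate 2, 199 and 137 without unstimulated replicate 3, and 184 and 210 without CCL6 replicate 3, and the lower count became 99 without CCL6 replicate 1.

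Among the motility genes that the study singled out, the probe set of Myo9a had the larger difference. Myo9a encodes an unconventional myosin. Its mean was 7.41 ± 1.77 (SD, n = 3) in unstimulated cells and 9.28 ± 0.87 (SD, n = 3) after CCL6. The difference was 3.67-fold, or 1.87 on the log2 scale with an SE of 0.80, and limma gave an unadjusted p of 0.0452 and an adjusted p of 0.999. The groups overlapped, since unstimulated replicate 2 read 9.44 and CCL6 replicate 2 read 8.30, and without 1 array the log2 difference of Myo9a ran from 1.29 to 2.89. The related Myo9b was higher by 0.37 (SE 0.27). Limk1, the kinase that phosphorylates cofilin, had means of 9.67 ± 0.57 (SD, n = 3) and 9.54 ± 0.78 (SD, n = 3) and a log2 difference of -0.13 (SE 0.44), which turned to 0.09 with array weights. Limk2 differed by 0.16 (SE 0.23). Cfl1, the main cofilin of non-muscle cells, was among the brightest genes at 16.5 in both groups. Its log2 difference of -0.01 (SE 0.25) turned to 0.01 after median centring. Cfl2 differed by 0.24 (SE 0.26). Myh9, a non-muscle myosin heavy chain, differed by 0.02 (SE 0.33), with the opposite sign after quantile normalization. Unadjusted limma p was between 0.201 and 0.966 for Myo9b and the LIM kinase and cofilin genes and 0.948 for Myh9. The receptor genes Ccr1 and Ccr3 were not above background in either group, with Ccr1 means of 3.25 and 3.47. The study detected Ccr1 in ID8 cells by quantitative PCR, and a reading below this level does not show that a transcript is absent. Endogenous Ccl6 read 6.39 ± 0.48 (SD, n = 3) and 6.38 ± 0.42 (SD, n = 3), a difference of -0.01 that turned to 0.01 after median centring.

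**Figure D1:**
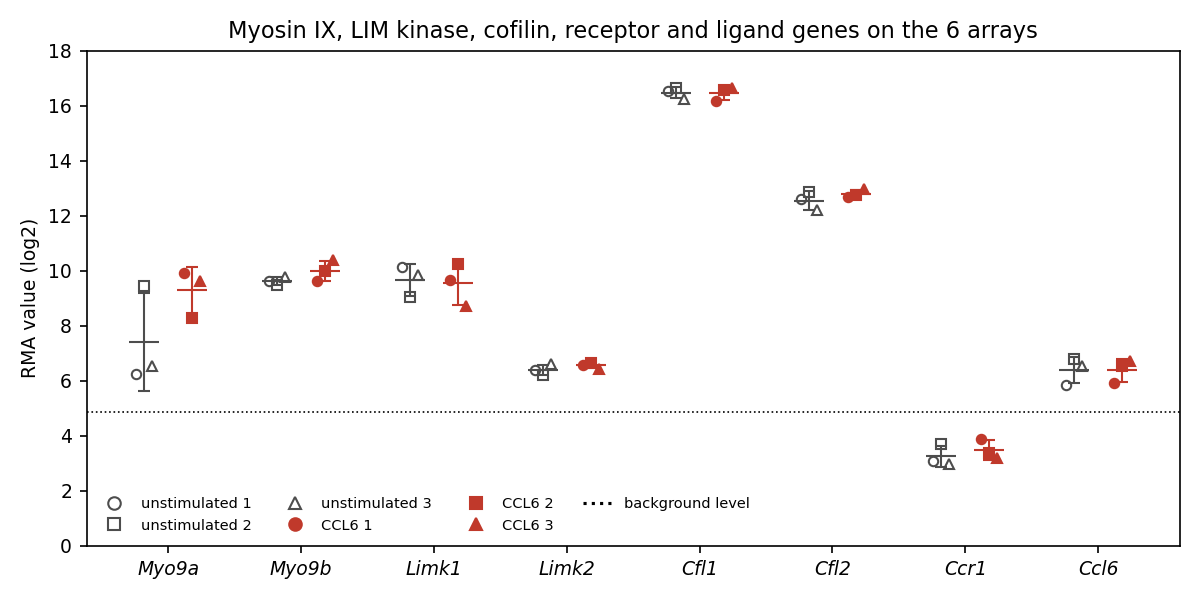
RMA values on the log2 scale (y axis) of 8 genes (x axis) on each of the 6 arrays, with open grey symbols for unstimulated cells and filled red symbols for CCL6, symbol shape for the replicate number, and bars for the mean and SD of 3 arrays. The Myo9a values range from 6.23 to 9.92 with overlapping groups, the means of Limk1 and Cfl1 differ by 0.13 or less, and Ccr1 lies below the background level of 4.85 (dotted line).

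The 10 largest positive differences among named genes whose groups did not overlap came from 26 such genes. Zfp976, a member of a large zinc finger family, read 6.49 ± 1.33 (SD, n = 3) in unstimulated cells and 8.70 ± 0.62 (SD, n = 3) after CCL6. Txndc11, a thioredoxin domain protein of the endoplasmic reticulum, was 2.76-fold higher (log2 difference 1.46, SE 0.50). Gtpbp8, a GTP-binding protein, was 2.43-fold higher (log2 difference 1.28, SE 0.40), and Lhfpl2 was also 2.43-fold higher (log2 difference 1.28, SE 0.37). For 6 of the 10 the unstimulated mean was not above background, so that the value given is a lower bound of the observed fold. That bound makes no allowance for sampling error or for the choice of the largest differences. Rad51b, a homologous recombination gene, was at least 2.31-fold higher, the meiotic recombination gene Mei4 at least 2.21-fold, the zinc finger gene Zfp456 at least 2.15-fold and Ptrhd1 at least 1.94-fold. Gdap10 and Ceacam18 were at least 1.41-fold and at least 1.11-fold higher. Unadjusted limma p for the 10 genes was between 0.000461 for Gdap10 and 0.0172 for Txndc11, and none passed the adjusted threshold.

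The 10 largest negative differences came from 18 such genes. Upp1, the uridine phosphorylase of pyrimidine salvage, was at least 2.43-fold lower after CCL6, with means of 6.13 ± 0.49 (SD, n = 3) and 4.67 ± 0.32 (SD, n = 3). Fmc1 differed by -1.21 (SE 0.38) on the log2 scale and Mrpl41, a protein of the mitochondrial ribosome, by -1.21 (SE 0.39), which is 2.31-fold in both cases. Insc, an adaptor for spindle orientation, was 2.32-fold lower (SE 0.44) and Focad 2.22-fold lower (SE 0.31, both on the log2 scale). Serpinb3a, a serine protease inhibitor, was at least 1.74-fold lower. The remaining 4 had unstimulated means of 5.04 to 5.45, close to the background level, and were not above it after CCL6, namely Btbd35f28 at least 1.52-fold, Csn1s2b, a casein, at least 1.21-fold, Stfa2l1, a stefin, at least 1.17-fold, and the defensin Defb14 at least 1.14-fold lower. Zfp976, Zfp456, Serpinb3a, Btbd35f28, Stfa2l1 and Defb14 belong to multigene families whose members can share probe sequence, so their identity is uncertain.

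Gene groups were compared through 23 lists with 705 measured members. With camera and a preset correlation of 0.01, 6 lists passed an adjusted p under 0.05, 4 upward and 2 downward. With an estimated correlation 0 lists passed, and with fry, a test of each list's own shift, 0 passed. No member of any list passed an adjusted p under 0.05 over all genes, and 0 passed when adjusted over the list alone. The members named below were picked for the smallest unadjusted p in their list. Over the whole array 8.19% of probe sets had groups without overlap, where chance gives 10%. Absence of overlap in such picked members is therefore a description and lends their list no support. In a fit with a block for the 2 sets of arrays that the first component set apart, chosen after the data were seen, 3 lists passed at the preset correlation, all downward, namely histones at a median of -0.74, SRF-MRTF and YAP targets at -0.28 (adjusted p = 0.00745) and cell cycle genes at -0.19 (adjusted p = 0.0116). With an estimated correlation in that fit their adjusted p was 0.833, 0.753 and 0.870, and 0 lists passed in any alternative.

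Of 27 measured genes of hypoxia and glycolysis, 26 were higher after CCL6, with a median log2 difference of 0.24 (camera adjusted p = 0.00246; adjusted p = 0.925 with an estimated correlation). They included the angiogenic growth factor gene Vegfa at 0.85 (SE 0.37), the hypoxia transcription factor gene Hif1a at 0.38 (SE 0.23), hexokinase Hk1 at 0.37 (SE 0.23) and the glycolytic enzyme gene Tpi1 at 0.29 (SE 0.26). The groups overlapped in the list mean, since unstimulated replicate 3 lay 0.19 above the mean of the 6 arrays and CCL6 replicate 3 lay at -0.22. The call was lost without unstimulated replicate 1, with a median of 0.17, and without CCL6 replicate 2, with a median of 0.02. With the array set block it was lost at a median of 0.05 (adjusted p = 0.283). The median was 0.40 without unstimulated replicate 3, 0.39 without CCL6 replicate 3 and 0.56 without both (adjusted p = 0.856, 0.828 and 0.546 with an estimated correlation).

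The integrated stress response and unfolded protein response list had 22 of 30 members higher, with a median of 0.15 (camera adjusted p = 0.00849; adjusted p = 0.925 with an estimated correlation). The cystine transporter gene Slc7a11 was higher by 0.92 (SE 0.27), the pseudokinase gene Trib3 by 0.80 (SE 0.25) and the glutathione-degrading enzyme gene Chac1 by 0.77 (SE 0.26), with no overlap between groups for these 3 genes. The lipoprotein receptor gene Vldlr was higher by 1.01 (SE 0.37). Unadjusted limma p for these 4 genes lay between 0.00752 and 0.0255. The call was lost without unstimulated replicate 2, CCL6 replicate 1 or CCL6 replicate 2, with medians of 0.11, 0.00 and 0.14, and with the array set block at 0.04 (adjusted p = 0.101). The median was 0.24 without CCL6 replicate 3 and 0.28 without both arrays numbered 3 (adjusted p = 0.687 and 0.546 with an estimated correlation).

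ERK feedback and output genes were higher in 19 of 23 cases, with a median of 0.15 (camera adjusted p = 0.00849; adjusted p = 0.925 with an estimated correlation). The MAP kinase phosphatase genes Dusp4, Dusp1 and Dusp7 differed by 0.68 (SE 0.30), 0.59 (SE 0.28) and 0.46 (SE 0.24), and Spred2, an inhibitor of Ras signalling, by 0.55 (SE 0.34). The list mean lay 0.22 above the average of the 6 arrays in unstimulated replicate 3 and at -0.19 in CCL6 replicate 3. The call was lost without unstimulated replicate 1 or 2 or CCL6 replicate 1 or 2, with medians of 0.16, 0.09, 0.16 and 0.10, and with the array set block at 0.05 (adjusted p = 0.577). The median was 0.34 without unstimulated replicate 3, 0.43 without CCL6 replicate 3 and 0.44 without both (adjusted p = 0.856, 0.828 and 0.546 with an estimated correlation). ERK immediate early genes, the first transcripts that ERK induces, were split at 15 higher and 14 lower, with a median of 0.05 and a camera shift downward (adjusted p = 0.695). Fos was lower at -1.11 (SE 0.46) without overlap between groups, Ier2 by -0.94 (SE 0.35) and Hbegf by -0.57 (SE 0.27), whereas Nr4a1 was higher by 0.41 (SE 0.24). Treated cells were measured only after 6 h of CCL6. The immediate early list therefore cannot show whether these first transcripts had risen and fallen back before then. Its split is no evidence against earlier ERK activity. The study found more phosphorylated ERK protein in ID8 cells after a shorter exposure to CCL6.

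Cell cycle and proliferation genes were higher in 33 of 40 cases, with a median of 0.20 (camera adjusted p = 0.0202; adjusted p = 0.925 with an estimated correlation). The replication licensing genes Cdc6 and Cdt1 differed by 0.80 (SE 0.57) and 0.66 (SE 0.52), the mitotic kinesin gene Kif23 by 0.44 (SE 0.30) and the polymerase clamp gene Pcna by 0.44 (SE 0.31). The groups overlapped for all 4 genes, and for Cdc6 and Cdt1 the SD within each group exceeded the difference. The list mean was 12.53 in unstimulated replicate 3 and 12.27 and 12.57 in CCL6 replicates 1 and 2, but 11.18 and 11.40 in unstimulated replicates 1 and 2 and 11.01 in CCL6 replicate 3. The median was 0.07 without unstimulated replicate 2, 0.05 without CCL6 replicate 1, -0.01 without unstimulated replicate 1 and -0.07 without CCL6 replicate 2, and the call was lost in all 4 cases, whereas the median was 0.68 without unstimulated replicate 3, 0.62 without CCL6 replicate 3 and 1.12 without both (adjusted p = 0.856, 0.828 and 0.546 with an estimated correlation). The call was also lost after a repeated quantile normalization, with a median of 0.17, and over genes above background. With the array set block the list passed in the opposite direction at the preset correlation, at -0.19 (adjusted p = 0.870 with an estimated correlation).

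Replication-dependent histone genes, which are transcribed in S phase, were lower in 35 of 38 cases, with a median of -0.29 (camera adjusted p = 0.00849; adjusted p = 0.925 with an estimated correlation). The linker histone genes H1f1 and H1f3 differed by -1.15 (SE 0.59) and -0.82 (SE 0.53), and the core histone genes H3c11 and H4c3 by -0.50 (SE 0.50) and -0.47 (SE 0.45). Histone genes are near-identical copies of each other and their probes may not tell them apart. The result rested on single arrays, since CCL6 replicate 3 lay at -1.21 from the mean of the 6 arrays and CCL6 replicates 1 and 2 lay at 0.37 and 0.36. Without CCL6 replicate 3 the list passed in the opposite direction at the preset correlation, at a median of 0.25 (adjusted p = 0.00871), and without both arrays numbered 3 it did so at 0.49, with adjusted p = 0.828 and adjusted p = 0.546 with an estimated correlation. The call was lost without unstimulated replicate 3, at -0.05, and with array weights, at -0.10 (adjusted p = 0.356). The median was -0.47 without unstimulated replicate 1, -0.63 without CCL6 replicate 1 and -0.60 without CCL6 replicate 2 (adjusted p = 0.993, 0.962 and 0.884 with an estimated correlation).

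Ribosomal protein genes were lower in 20 of 27 cases, with a median of -0.14 (camera adjusted p = 0.00849; adjusted p = 0.925 with an estimated correlation). Rps19 differed by -0.67 (SE 0.30), Rps14 by -0.56 (SE 0.24), Rps16 by -0.42 (SE 0.22) and Rps9 by -0.36 (SE 0.23), each without overlap between groups. The list mean was 16.2, 16.1 and 15.8 in unstimulated cells and 15.9, 15.7 and 15.9 after CCL6. The call was lost without unstimulated replicate 1 or 2 or CCL6 replicate 2, with medians of -0.08, -0.16 and -0.09, and with the array set block at -0.10 (adjusted p = 0.317). The median was -0.23 without unstimulated replicate 3 and -0.29 without both arrays numbered 3 (adjusted p = 0.856 and 0.546 with an estimated correlation).

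**Figure D2:**
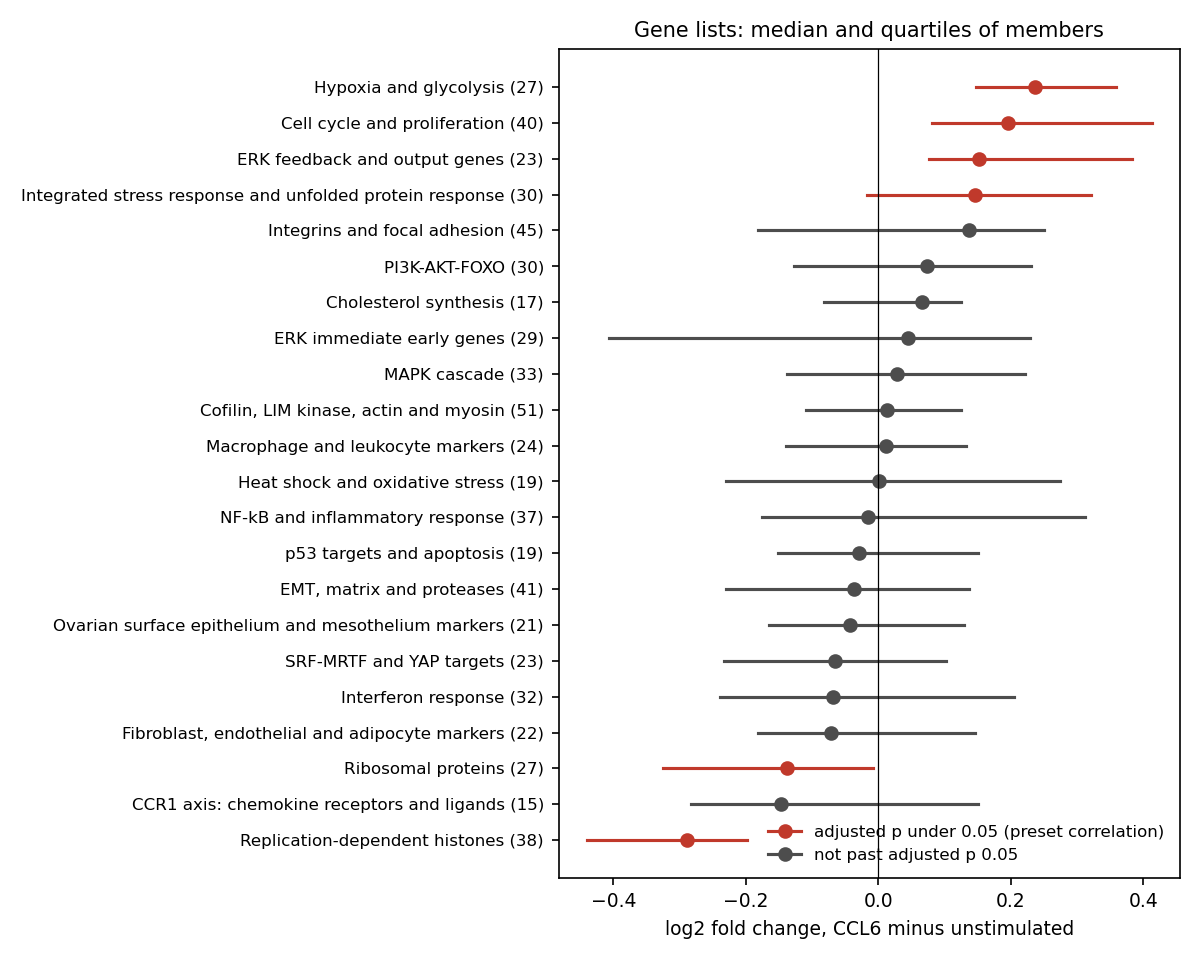
Median (point) and quartiles (line) of the log2 fold change, CCL6 minus unstimulated (x axis), over the measured members of each of 22 gene lists (y axis, number of members in brackets), with red for an adjusted p under 0.05 at a preset correlation. Medians run from -0.29 for histones to 0.24 for hypoxia and glycolysis, and the 3 lists of adhesion, MAPK and cofilin genes lie between 0.01 and 0.14.

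The lists closest to the pathways of cell migration did not pass. Integrin and focal adhesion genes were higher in 26 of 45 cases, with a median of 0.14 (adjusted p = 0.631). Their leading members were the focal adhesion kinase relative Ptk2b, at least 1.32-fold higher from below background, the integrin genes Itga8, at least 1.18-fold higher, and Itgb7 at 0.52 (SE 0.31), and the kinase gene Src at -0.37 (SE 0.27). Of 33 MAPK cascade genes 17 were higher, with a median of 0.03 (adjusted p = 0.695). Map2k6, an activator of p38, was higher by 0.96 (SE 0.34, unadjusted p = 0.0200), Braf by 0.71 (SE 0.40) and the Ras exchange factor gene Sos1 by 0.40 (SE 0.23), each without overlap between groups, and Mapkapk3 differed by -0.46 (SE 0.30). Cofilin, LIM kinase, actin and myosin genes were split at 26 higher and 25 lower (adjusted p = 0.888). Their median of 0.01 reversed sign after quantile normalization. Here the tropomyosin gene Tpm3 was at 0.58 (SE 0.29), the motor gene Myo5a at 0.44 (SE 0.27), the cofilin phosphatase gene Ssh2 at -0.44 (SE 0.23) and the actin bundler gene Fscn1 at -0.41 (SE 0.26). The integrin list passed at the preset correlation in 1 of 16 alternatives, at a median of 0.24 without both arrays numbered 3 (adjusted p = 0.546 with an estimated correlation), a setting chosen after the data were seen.

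Targets of SRF-MRTF and YAP, which respond to actin tension, were lower in 14 of 23 cases, with a median of -0.07 (adjusted p = 0.324). The matrix gene Thbs1 differed by -0.83 (SE 0.30, unadjusted p = 0.0227) and the growth factor gene Tgfb2 by -0.61 (SE 0.26, unadjusted p = 0.0461), both without overlap between groups, Acta2 by -0.80 (SE 0.60) and Cnn2 by -0.75 (SE 0.34). This list passed downward at the preset correlation in 2 of 16 alternatives, without CCL6 replicate 1 at a median of -0.19 (adjusted p = 0.962 with an estimated correlation) and with the array set block at -0.28 (adjusted p = 0.753 with an estimated correlation), and its median turned to 0.05 without CCL6 replicate 3. Epithelial-mesenchymal transition, matrix and protease genes were lower in 25 of 41 cases, with a median of -0.04 (adjusted p = 0.888). The collagen gene Col6a1 was lower at -0.73 (SE 0.23, unadjusted p = 0.0122) and the protease gene Mmp14 by -0.49 (SE 0.28), whereas the transcription factor genes Zeb1 and Snai2 were higher by 0.52 (SE 0.25) and 0.50 (SE 0.25). The groups did not overlap for these 4 genes, which were picked for the smallest unadjusted p among the members above background.

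Of 15 measured chemokine receptor and ligand genes of the CCR1 axis, 5 lay above background and 10 were lower, with a median of -0.15 (adjusted p = 0.827). Among them Ccl9 differed by -0.63 (SE 0.72), Ccl4 by -0.30 (SE 0.49), Cxcl12 by -0.16 (SE 0.28) and Ccr7 by 0.13 (SE 0.41). PI3K-AKT-FOXO genes were higher in 17 of 30 cases, with a median of 0.07 (adjusted p = 0.275). The transcriptional repressor gene Bcl6 was higher by 1.06 (SE 0.32, unadjusted p = 0.00905), Irs2 by 0.73 (SE 0.36), Pik3cb by 0.40 (SE 0.28) and Rictor by 0.38 (SE 0.23). NF-kB and inflammatory genes were split at 18 higher and 19 lower (adjusted p = 0.695), with Tnfaip2 at 0.80 (SE 0.47), Ptgs2 at 0.66 (SE 0.48), Cxcl10 at 0.56 (SE 0.28) and Cebpd at -0.49 (SE 0.26). The median of the NF-kB list was -0.01, against an upward shift in the test, and turned to 0.01 after each of 3 other scalings. Interferon response genes were higher in 14 of 32 cases, with a median of -0.07 (adjusted p = 0.978). Irf9 was higher by 0.97 (SE 0.33, unadjusted p = 0.0176) and Mx2 at least 1.41-fold lower, while Ifi35 differed by -0.62 (SE 0.47) and Stat2 by 0.41 (SE 0.35). For the immediate early, NF-kB and interferon lists the median and the test differed in sign.

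No list of cell type markers passed. Macrophage and leukocyte markers, of which 5 of 24 lay above background, had a median of 0.01 (adjusted p = 0.913). Fibroblast, endothelial and adipocyte markers, 2 of 22 above background, had a median of -0.07 (adjusted p = 0.827). Ovarian surface epithelium and mesothelium markers, which these cells share and of which 18 of 21 lay above background, had a median of -0.04 (adjusted p = 0.913) that ran from -0.15 to 0.30 over the alternatives. Cholesterol synthesis genes had a median of 0.07 (adjusted p = 0.888) with 11 of 17 higher, and p53 and apoptosis genes a median of -0.03 (adjusted p = 0.978) with 8 of 19 higher. Heat shock and oxidative stress genes were split at 10 higher and 9 lower (adjusted p = 0.888), and their median of 0.00 turned to -0.02 after cyclic loess.

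**Figure D3:**
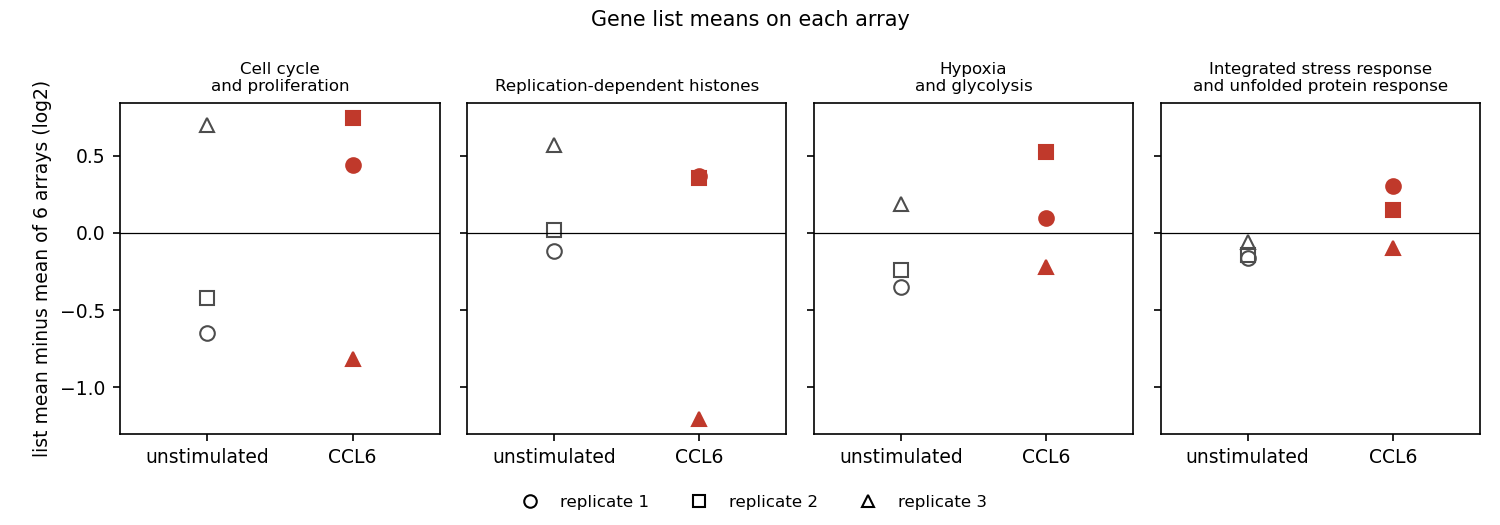
Mean log2 value of each of 4 gene lists on each array, as the difference from the mean of the 6 arrays (y axis), by group (x axis), with symbol shape for the replicate number. For cell cycle genes unstimulated replicate 3 (0.70) lies with CCL6 replicates 1 and 2 (0.44 and 0.74), and CCL6 replicate 3 (-0.81) lies with unstimulated replicates 1 and 2 (-0.65 and -0.42).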

Values the study reported

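The study reported 98 upregulated and 108 downregulated genes in ID8 cells treated with CCL6. It described the upregulated genes as grouped in migration pathways such as integrin-mediated adhesion and MAPK signalling, and it reported higher expression of Myo9a, Limk1 and cofilin in treated than in untreated cells.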

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

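The array set block and the fit without both arrays numbered 3 were chosen after the data were seen. No gene passed an adjusted p under 0.05 with limma in any alternative, while the methods' t-test called 1. With all 6 arrays 0 passed 0.10, and the smallest adjusted p in any limma fit was 0.0649, without unstimulated replicate 2. Counts of probe sets at an unadjusted p under 0.05 and at least 2-fold, 56 higher and 60 lower, became 25 and 26 with the t-test, whose spread is not shared between genes. They became 259 and 364 at 1.5-fold and 284 and 401 without a fold threshold, which admit more probe sets. Array weights gave 89 higher, restriction to genes above background 31 lower, the array set block 125 and 128, and the fit without both arrays numbered 3 gave 706 and 501. Leaving out 1 array gave 48 to 199 higher and 71 to 221 lower. The 6 list calls became 1 to 6 without 1 array, 3 with the array set block, and 0 with an estimated correlation or with fry. The replicate block gave 0 genes, 54 higher, 59 lower and 6 lists. Arrays of the same number did not deviate together, with correlations of deviations from the group means from -0.52 to -0.036, and 0 of 6 arrays correlated best with the other group's array of its own number. Of 1948 other comparisons with an alternative, 101 turned sign, in 29 gene values or list medians, and the cause was not tested. Log2 differences or list medians turned after repeated quantile normalization for Myh9 (-0.00060) and the cofilin (-0.00060) and NF-kB (0.0090) lists, after cyclic loess for the NF-kB (0.0087) and heat shock (-0.016) lists, and after median centring for Ccl6 (0.0094), Cfl1 (0.010) and the NF-kB list (0.0067). Over genes above background the medians of the heat shock (-0.016), ovarian surface (0.024), leukocyte (-0.13) and stromal (0.013) lists turned. Array weights turned Limk1 (0.086), Myh9 (-0.056) and the immediate early (-0.0067), MAPK (-0.0018), cofilin (-0.0055), SRF-MRTF (0.0078), NF-kB (0.038), heat shock (-0.035), ovarian surface (0.037) and leukocyte (-0.016) lists. The array set block turned Ccl6 (0.037), Cfl1 (0.094), Ccl9 (0.016), Ccr7 (-0.18) and the immediate early (-0.16), integrin (-0.051), NF-kB (0.066), interferon (0.10), mesenchymal (0.036), cell cycle (-0.19) and p53 (0.13) lists. Without both arrays numbered 3, Limk1 (0.37), Cfl2 (-0.017), Myh9 (-0.32), Acta2 (0.18), Ptgs2 (-0.12), Stat2 (-0.0081), H4c3 (0.22), H3c11 (0.38) and the SRF-MRTF (0.18), NF-kB (0.035), heat shock (-0.16), histone (0.49), ovarian surface (0.30) and leukocyte (-0.020) lists turned. Without 1 array the values ran for Limk1 from -0.48 to 0.29, Ccl6 from -0.28 to 0.22, Myh9 from -0.15 to 0.33, Cfl1 from -0.12 to 0.14, Ccl4 from -0.71 to 0.21, Cxcl12 from -0.32 to 0.086, Ccr7 from -0.18 to 0.54, H4c3 from -0.83 to 0.095 and H3c11 from -0.84 to 0.077. List medians ran for immediate early genes from -0.12 to 0.071, MAPK from -0.053 to 0.068, integrins from -0.095 to 0.23, cofilin from -0.048 to 0.056, SRF-MRTF from -0.24 to 0.049, NF-kB from -0.016 to 0.091, interferon from -0.27 to 0.14, mesenchymal genes from -0.086 to 0.028, cell cycle from -0.065 to 0.68, heat shock from -0.089 to 0.061, p53 from -0.24 to 0.16, histones from -0.63 to 0.25, ovarian surface from -0.15 to 0.12 and leukocyte markers from -0.060 to 0.042. Myo9a stayed between 1.27 and 2.89 in every alternative with an adjusted p of 0.699 or more. Leaving out 1 array moved the fold by over 1.5 times for Myo9a, Zfp976 (1.44 to 2.68 on the log2 scale), Txndc11 (1.00 to 2.06), Ccl9 (-1.53 to -0.15), Acta2 (-1.43 to -0.19), Cdc6 (0.42 to 1.39), H1f1 (-1.65 to -0.39) and H1f3 (-1.24 to -0.13). Genes below the background level, such as Ccr1 and Ccr3, cannot be ranked at this signal.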

Other observations

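All tests in this part were chosen after the results were seen, except that of the spread of Myo9a. For scaling between the arrays a prediction was written beforehand, but the test used array sets chosen after the data were seen. Ciart, a repressor of the clock, was named after its values were seen and read 8.43, 7.92 and 8.07 in unstimulated cells and 9.44, 9.25 and 8.99 after CCL6, a log2 difference of 1.08 (SE 0.25, adjusted p = 0.999). Of 12 other clock genes, core and output, listed after Ciart was noticed, 10 were higher after CCL6, and 4 had groups that did not overlap, among them Bhlhe41, which was not above background. Per1, a core clock gene, differed by 0.67 (SE 0.28) and Bhlhe40, another repressor, by 0.57 (SE 0.24), both without overlap between groups, and Dbp by 0.86 (SE 0.70) with overlap. A candidate explanation is a shift of the clock between the groups, by CCL6 or by the time of handling, which the labels do not give. For these 12 genes the median log2 difference was 0.50 and camera gave p = 0.000559 at the preset correlation, p = 0.0507 with an estimated correlation and p = 0.0208 with the array set block added to the latter, and fry gave p = 0.108. The list did not include the clock activator genes Bmal1 and Clock, so it could not show whether those genes moved the other way. Within the list Cry1 was lower at -0.40 (SE 0.37) and Hlf, which was not above background, at -0.24 (SE 0.23). The call thus depends on the test, and the hypothesis stays open.

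The larger structure lay in another grouping of the arrays, since the split of unstimulated replicates 1 and 2 with CCL6 replicate 3 against unstimulated replicate 3 with CCL6 replicates 1 and 2 called 778 probe sets at an adjusted p under 0.05 and the labelled split 0. The split with 778 calls was itself taken from the first component of the same values. Its adjusted p therefore does not measure chance, and the 778 calls only describe these arrays. At least 772 probe sets passed after each of 3 other scalings. The values had already been normalized by RMA, so these scalings could change little and were a weak test. Technical differences that remain after RMA were not tested. Cultures that differed in proliferation are a candidate explanation. The mean of the cell cycle list, fixed before the data were examined, left a gap of 0.86 on the log2 scale between the lowest array of one set and the highest of the other. The sets themselves were chosen from the first component of the same values, to which these genes contribute, so the gap is not independent support. The splits cannot tell an exchange of labels between unstimulated replicate 3 and CCL6 replicate 3 apart from a difference in proliferation. All 9 other splits amount to exchanging 1 array of each group, and the labels give no date or batch. After such an exchange Limk1 would be higher with CCL6 and Myo9a, Cfl1 and Cfl2 would not. The study's separate assay at an earlier time found Myo9a, Limk1 and cofilin higher, so these genes point both ways. All 40 measured cell cycle genes would also be higher with CCL6 after the exchange, at a median of 1.27 on the log2 scale. The study saw no difference in proliferation of ID8 cells cultured with CCL6, which goes against an exchange. That assay measured proliferation and not transcripts, so it does not settle the question.

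The 116 probe sets at an unadjusted p under 0.05 and at least 2-fold may largely hold noise of single probe sets. Receptor genes with no expected role in these cells passed 2.23 times as often as other genes above background. At an unadjusted p under 0.05 alone, 6.42% of the receptors and 2.99% of the other genes passed. The array sets cross the groups, so their difference counts as spread within groups and can lower the share among expressed genes. The ratio therefore does not by itself show that the 116 are noise. As many probe sets passed in 6 of the 10 splits of the arrays, the labelled one included, and the highest other split gave 1243. Of gene lists, 6 passed in the labelled split and 10 in the highest other, and 3 of the 10 splits gave as many; for genes at an adjusted p under 0.05 all 10 splits gave as many as the labelled 0, with 778 as the highest other. With 10 splits no share can lie under 0.05. A biological response of these genes to CCL6 was not tested apart from the comparison itself.

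The difference in Myo9a comes with a spread within groups that is large for its level. Its within-group SD of 1.39 lay at the 98.5th percentile of 2333 probe sets within 1 log2 unit of its mean, whose median was 0.44. Probe noise or a variable transcript could give such a spread, and the arrays do not tell these apart. The array sets do not account for it, since the arrays of 1 set differed among themselves by 3.40 on the log2 scale, more than the groups did. The study described higher Myo9a, Limk1 and cofilin after CCL6, partly from quantitative PCR on other samples after a shorter exposure, and on these arrays Limk1 and the cofilin genes did not pass any threshold. The study's thresholds for its gene counts were not given in the sources used here, so the counts were not compared.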
